# Expression of Beclin-1 in the Microenvironment of Invasive Ductal Carcinoma of the Breast: Correlation with Prognosis and the Cancer-Stromal Interaction

**DOI:** 10.1371/journal.pone.0125762

**Published:** 2015-05-08

**Authors:** Akemi Morikawa, Tamotsu Takeuchi, Yusuke Kito, Chiemi Saigo, Takuji Sakuratani, Manabu Futamura, Kazuhiro Yoshida

## Abstract

We examined the pathobiological properties of beclin-1, which is a key regulator of autophagosome formation in invasive ductal carcinoma of the breast, with a particular focus on the cancer microenvironment. Immunohistochemistry demonstrated that cancer cells and stromal mesenchymal cells expressed beclin-1 in 68 and 38 of 115 invasive ductal cancers, respectively. Expression of beclin-1 in cancer or stromal cells alone did not correlate with patient prognosis. In contrast, loss of beclin-1 in cancer cells and overexpression in stromal mesenchymal cells was associated with local cancer recurrence, postoperative lymph node metastasis, and a poor disease-free survival rate. A comprehensive gene expression analysis was performed on a co-culture of breast cancer cells and mesenchymal stromal cells, that latter of which either expressed beclin-1 or was depleted of beclin-1 by siRNA. Notably, siRNA-mediated downregulation of beclin-1 in mesenchymal cells co-cultured with breast cancer cells decreased the levels of various pro-inflammatory cytokines, their receptors, and collagen receptors. Quantitative reverse transcription polymerase chain reaction analysis confirmed that reduction of stromal beclin-1 expression decreased the expression of *IL-1β* and collagen receptor *discoidin domain receptor 2 (DDR2)*. Microenvironmental IL-1β is believed to play an important role in tumor invasion. Recent work has also indicated that overexpression of DDR2 contributes to breast cancer invasion and lymph node metastasis. Taken together, these findings indicate beclin-1 expression in the stroma might be important for shaping the breast cancer microenvironment and thus could be a potent molecular target in patients with invasive ductal carcinoma of the breast.

## Introduction

Autophagy is the process of self-digestion in which lysosomal degradation is used to maintain cellular viability during periods of metabolic stress such as starvation [1,2]. During carcinogenesis, autophagy is important for tumor cell survival under starvation conditions. Paradoxically, autophagy defects are also associated with increasing carcinogenesis [3,4]. Beclin-1 is important at major step in autophagic pathways, from autophagosome formation, to autophagosome/endosome maturation. Beclin-1 is important at the major step in autophagic pathways, from autophagosome formation to autophagosome/endosome maturation [5,6]. Thus, beclin-1 is a key protein and reliable biomarker of autophagy in various cancers. Notably, although beclin-1 is normally expressed in the ductal epithelial cells of mammary glands, many breast cancer cells lack beclin-1 expression due to a combination of monoallelic deletion and epigenetic silencing of the *beclin-1* gene [5, 7]. Exogenous expression of beclin-1 in MCF-7 breast cancer cells promoted autophagy, inhibited cell growth, and decreased tumorigenesis in nude mice [5]. However, beclin-1-dependent autophagy is required for the tumorigenicity of breast cancer stem-like/progenitor cells [8]. Therefore, beclin-1 expression may have a dual role in breast carcinogenesis, acting both to promote and to suppress tumor progression.

Expression of beclin-1 in the tumor stroma also has an important role in the development of various cancers. The stromal cells play a crucial role in the progression of invasive breast cancer [9]. Autophagy in the cancer-associated stroma supports cancer progression metabolically through increasing glycolysis and ketone production in the tumor microenvironment [10]. Moreover, stromal autophagy plays a critical role in maintaining the tumor microenvironment to facilitate the growth of neighboring cancer cells [11]. Despite these findings, which highlight the important role of beclin-1 expression in the cancer-stromal niche, the combined effects of beclin-1 expression in tumor and stromal cells on prognosis of breast cancer patients remain unclear.

In this study, we first asked whether beclin-1 expression in invasive ductal carcinoma cells and/or stromal cells correlated with the prognosis of breast cancer patients. We subsequently examined the molecular background, which might reflect the clinicopathological findings, using a co-culture system comprising breast cancer- and bone marrow-derived mesenchymal cells.

## Materials and Methods

### Ethical statements

The paraffin-embedded tissues surgically resected from the patients were used as a retrospective study after its use for diagnosis. The need for written informed consent was waived by the Institutional Review Board of the Gifu University Graduate School of Medicine. Instead, the Institutional Review Board requested us to inform the patients that they could refuse to use their tissue specimens for this study, if they did not want to participate in the present study. The present study was conducted in accordance with the ethical standards of the Helsinki Declaration in 1975, after approval of the Institutional Review Board of the Gifu University Graduate School of Medicine (a specific approval number 25–81).

### Antibodies and immunohistochemical staining

A mouse-specific monoclonal antibody (clone 4H10) and a conventional rabbit antibody to beclin-1 were purchased from Novus Biologicals (Littleton, CO, USA) and Genetex (San Antonio, TX, USA), respectively. A normal rabbit antibody was also prepared in our laboratory.

Archived pathological tissue specimens from 115 invasive ductal carcinomas were used in this study. All tissue specimens were obtained surgically, fixed in 10% buffered formalin, and embedded in paraffin. Tissues were immunostained with antibodies using the ImmPRESS polymerized reporter enzyme staining system (Vector laboratories, Inc., Burlingame, CA, USA) as previously reported [12]. The tissue specimens were considered positive if the cancer cells or mesenchymal stromal cells exhibited more than 5% staining.

### Statistical analysis

Curves for disease free survival were drawn using the Kaplan-Meier method and the differences in survival rates were compared using the log-rank test for univariate survival analysis. A p value of <0.05 was considered statistically significant.

### Cell culture and siRNA-mediated RNA interference

UE6E7T-2 human bone marrow-derived mesenchymal cells, which have been used as a model of cancer-associated stromal mesenchymal cells [13, 14], were obtained from the RIKEN Biosource Center (Tsukuba, Japan). The MCF-7 and MDA-MB-157 breast cancer cell lines [15, 16], which are known to express little or no beclin-1 [5], were obtained from the Japan Health Science Research Resources Bank (Osaka, Japan) and American Type Culture Collection (Rockville, MD, USA), respectively. UE6E7T-2, MCF-7, and MDA-MB-157 were passaged in our laboratory for no more than 6 months after resuscitation.

The detailed procedure for siRNA silencing of a target gene has been described previously [12]. In this study, we employed the beclin-1 siRNA: 5’-CAGUUACAGAUGGAGCUAAtt-3’, which is located downstream from the initiation codon of the human beclin-1 coding region and has been used in previous reports.

We also used two other siRNA sequences, 5′-CUCAGGAGAGGAGCCAUUUtt-3′ and 5′-GAUUGAAGACACAGGAGGCUU-3′, for silencing the beclin-1 gene and then examined the expressions of *IL-1β*, *DDR2*, and *IL-10RB*. A green fluorescent protein (GFP) siRNA duplex with the target sequence 5’-CGGCAAGCUGACCCUGAAGUUCAU-3’ was used as a non-silencing control. siRNAs were transfected into UE6E7T-2 cells using lipofectamine RNAiMAX in accordance with the manufacturer’s instructions (Invitrogen, Carlsbad, CA, USA). At 48 h after transfection, the cells were used for subsequent studies.

Beclin-1 siRNA-treated or control UE6E7T-2 cells (1 × 10^4^) and MCF-7 or MDA-MB-157 cells (1 × 10^4^) were co-cultured in 24 well plates. After 48 h, total RNA was extracted from the co-cultured cells using RNeasy spin columns kit (Qiagen, Santa Clarita, CA, USA).

### Western blotting

Western blotting was performed according to the previously described method [17], in accordance with the proposal by Towbin et al. [18]. Cells were disrupted in Radio-Immunoprecipitation Assay (RIPA) buffer (Sigma-Aldrich, St. Louis, MO, USA), composed of 150 mM NaCl, 1.0% IGEPAL CA-630, 0.5% sodium deoxycholate, 0.1% SDS, and 50 mM Tris (pH 8.0) supplemented with a protease inhibitor cocktail (Nacalai Tesque, Kyoto, Japan), on ice for 15 min and then incubated at room temperature for 30 min with 0.25 U/μL of benzonase (Sigma-Aldrich). Then, these total cell lysates were mixed 1:1 with 2× SDS sample buffer (4% SDS, 20% glycerol, 0.12 M Tris (pH 6.8), 0.2 M DTT, and 0.02% bromophenol blue), incubated for 3 min at 95°C, and subjected to SDS-PAGE. The separated proteins were transferred onto polyvinylidene difluoride membranes (Millipore Co., Bedford, MA, USA) and probed with an anti-beclin-1 antibody (clone 4H10), anti-IL-1β antibody (Proteintech, Chicago, IL, USA), anti-actin antibody (Sigma-Aldrich), or anti-GAPDH antibody (Sigma-Aldrich). Immunoreactivity was assessed using a western blotting detection kit (Promega, Madison, WI, USA).

### cDNA microarray assay, reverse transcription polymerase chain reaction, and quantitative real-time reverse transcription polymerase chain reaction

We utilized the Human Whole Genome DNA Microarray system (SurePrint G3 Human 8x60K ver. 2.0, Agilent Technologies, Santa Clara, CA) to obtain the altered gene expression profile for co-cultured MCF-7 and UE6E7T-2 cells in which the *beclin-1* gene was silenced by siRNA. cDNA synthesis from the total RNA and subsequent PCR were performed using a reverse transcription polymerase chain reaction (RT-PCR) kit (Takara, Ohtsu, Japan). The procedure was performed according to the manufacturer’s instructions, as previously described [17].

The microarray data has been deposited to the GEO database with accession number GSE66154.

The Agilent-039494 SurePrint G3 Human GE v2 8x60K Microarray 039381 platform was used (Agilent, Santa Clara, CA, USA). Scanning and image analysis were performed using a DNA Microarray Scanner (Agilent). Raw fluorescence intensities were quantified and normalized using Agilent Feature Extraction Software (Agilent Feature Extraction 10.7.3.1). Normalization was performed with GeneSpring GX (Agilent). For processing, data were normalized by the percentile shift (all samples were normalized to the signal value corresponding to the 75th percentile of all of probes on the microarray).

To obtain the hierarchical combined tree for the 22 extracted genes reported to be related to inflammation or stromal reconstitution, we employed the GeneSpring Multi-Omic Analysis System (Agilent).

Real-time PCR reactions were performed using the SYBR Green reaction kit according to the manufacturer’s instructions (Roche Diagnostics, GmbH, Mannheim, Germany) in a LightCycler (Roche Diagnostics). cDNA (2 μL each) was diluted to a volume of 20 μL with the PCR mix containing a final primer concentration of 0.2 pmol.

The following primers were used for real-time RT-PCR: qPCR primers for human beclin-1-forward 5′-ACCGTGTCACCATCCAGGAA-3′, beclin-1-reverse 5′-GAAGCTGTTGGCACTTTCTGT-3’; GAPDH-forward 5′-GAAATCCCATCACCATCTTCCAGG-3′, GAPDH-reverse 5′-GAGCCCCAGCCTTCTCCATG-3′; IL-1β-forward 5′-AAAGAGGCACTGGCAGAA-3′, IL-1β-reverse 5′-AGCTCTGGCTTGTTCCTCAC-3′; DDR2-forward 5′-AGTCAGTGGTCAGAGTCCACAGC-3′, DDR2-reverse 5′-CAGGGCACCAGGCTCCATC-3′; and IL10RB (IL-10 receptor, subunit beta)-forward 5′-GGGGTCGTGTGCTTGGAG-3′, IL10RB-reverse 5′-GGTACCATTCCCAATGCTGA-3′.

To ensure that the SYBR green was not incorporated into primer dimers or non-specific amplicons during the real-time PCR runs, the PCR products were analyzed by polyacrylamide gel electrophoresis in preliminary experiments. Single bands of the expected sizes were obtained in all instances. The samples were cultured in triplicate, and the expression of each target gene was analyzed by the 2^-ΔΔCT^ method of Livak and Schmittgen [19] using the LightCycler system. The ΔC_T_ values were normalized to GAPDH for each triplicate set in both the si-GFP-treated (control) and si-beclin-1-treated groups. The values for the si-beclin-1-treated group were then calculated for each target gene as the fold change relative to the mean values for the si-GFP-treated group (control; set to 1.0). Then, the standard deviations were computed for the triplicate sets, namely, the 3 target genes and the fold changes are presented. In addition, Student’s t-tests were performed to determine significant differences. P < 0.05 was considered to be statistically significant.

## Results

### Expression of beclin-1 in invasive carcinoma tissue specimens

In this study, we predominantly used a murine monoclonal antibody to beclin-1 (clone 4H10 from Novus Biologicals) for immunohistochemical staining, but we also used another commercially available conventional rabbit antibody to beclin-1 on several tissue specimens to confirm the results. We obtained similar results with both antibodies. Significant immunoreactivity was not found using the control rabbit antibody.

Representative results from the immunohistochemical staining are shown in Fig 1. In this study, we examined beclin-1 expression in archived pathological tissue specimens from patients with invasive ductal carcinoma. Immunoreactivity of the anti-beclin-1 antibody was observed in the cancer cells of 68 of 115 tissue specimens and in the mesenchymal stromal cells of 38 of 115 invasive carcinoma tissue specimens (Fig 2). The absence of beclin-1 expression in the cancer cells alone was not significantly associated with a poor patient prognosis. Stromal beclin-1 expression was most often associated with a poor patient prognosis but this was not statistically significant. In contrast, lack of beclin-1 expression in cancer cells with concomitant stromal beclin-1 expression was linked to local cancer recurrence and postoperative lymph node metastasis, and thus was significantly associated with a poor disease-free survival rate (Fig 2).

**Fig 1:**
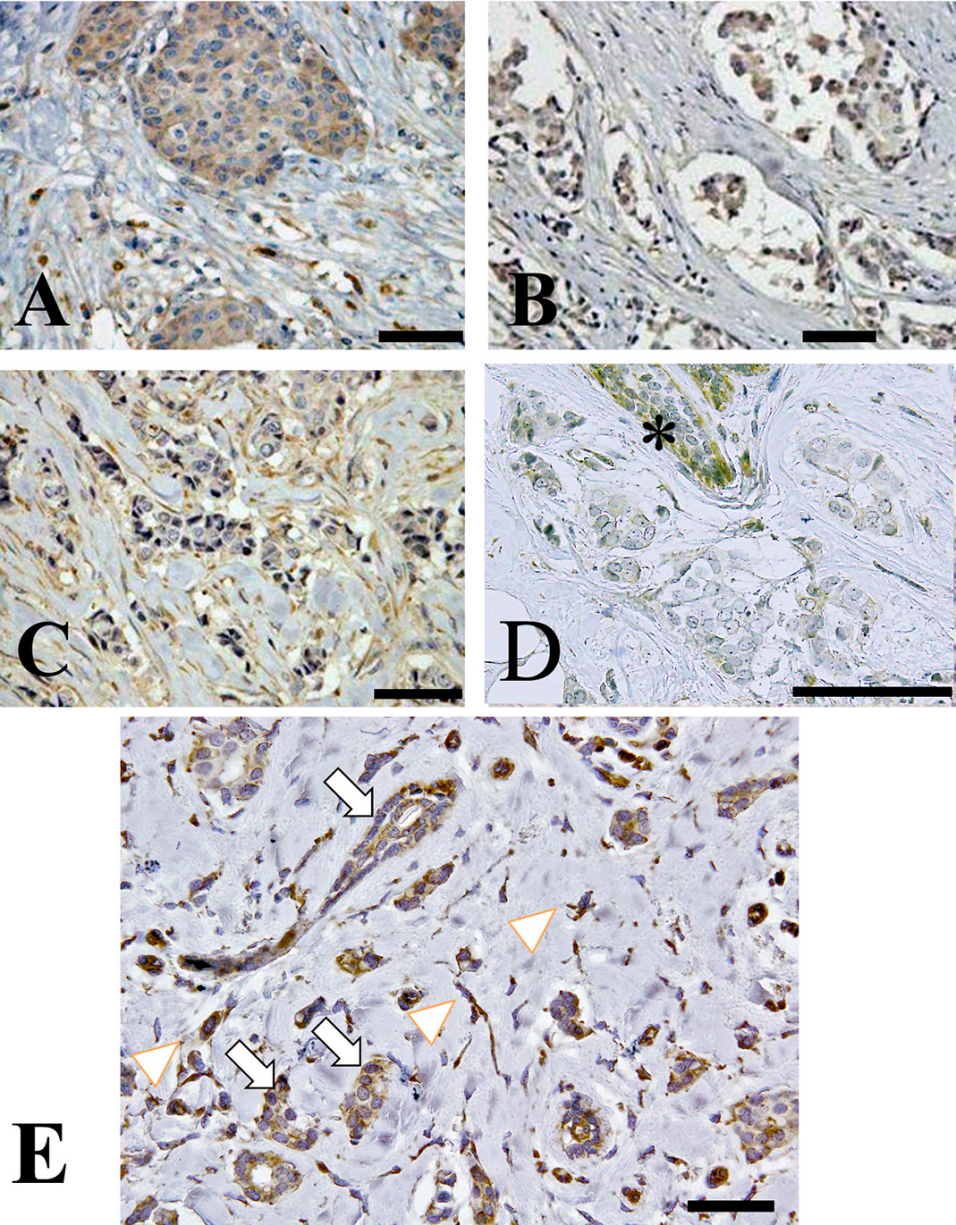
Representative immunohistochemical staining. (A) Both invasive ductal carcinoma and cancer stromal cells showing immunoreactivity with a specific monoclonal antibody to beclin-1. (B) Invasive ductal carcinoma cells, not the stromal cells, exhibiting beclin-1 immunoreactivity. (C) Significant immunoreactivity is not observed in the invasive ductal cancer cells, whereas the cancer-associated stromal cells exhibit beclin-1 immunoreactivity. (D) Neither invasive ductal cancer cells nor stromal cells showing beclin-1 immunoreactivity. Note the beclin-1 immunoreactivity in non-tumorous ductal epithelial cells (indicated by asterisk). (E) Cancer and stromal cells exhibiting beclin-1 immunoreactivity are indicated by arrows and arrow heads, respectively. Scales bars: 100μm.

**Fig 2:**
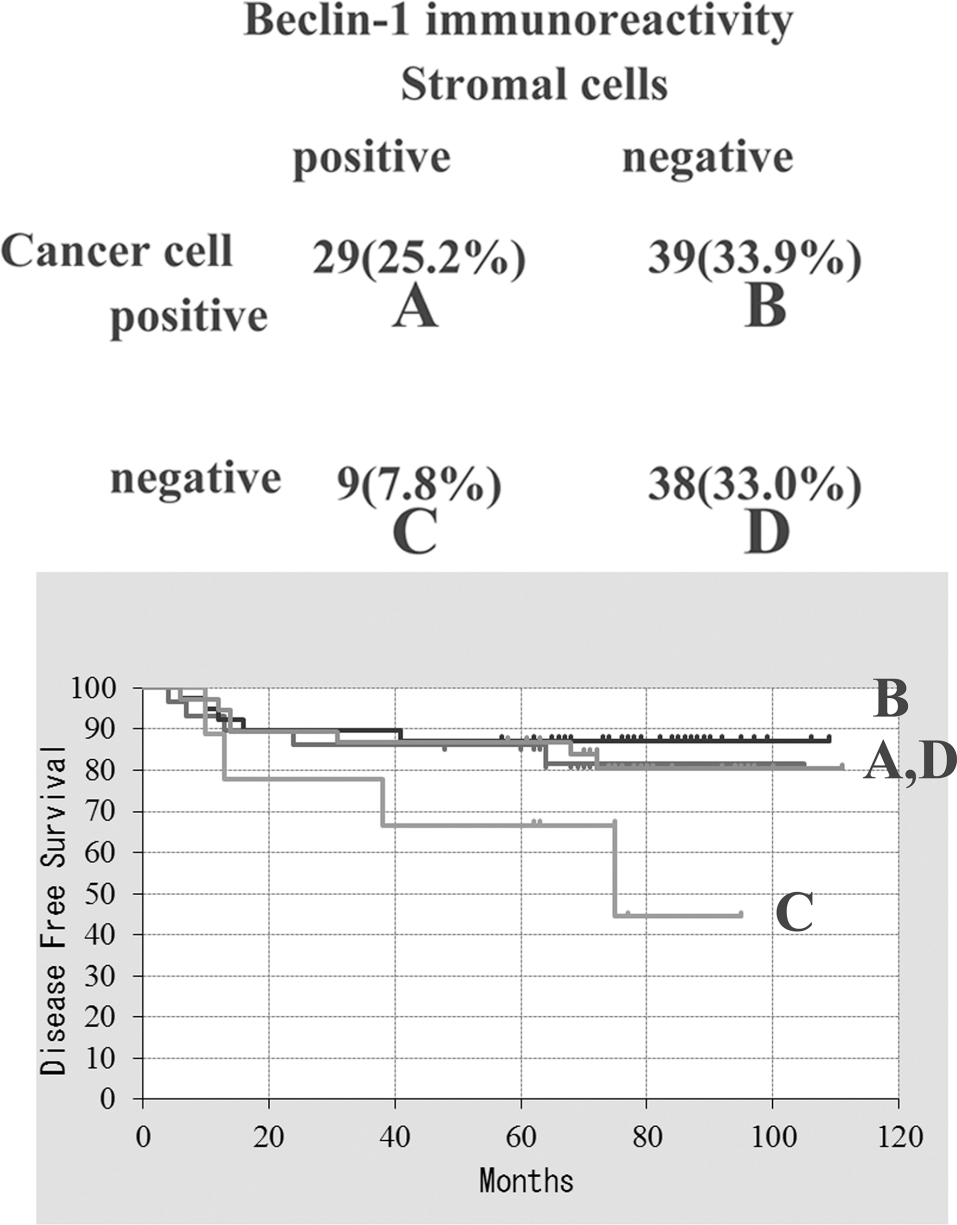
Disease-free survival curves according to beclin-1 expression in cancer and stromal cells. Lack of beclin-1 expression in cancer cells with concomitant stromal beclin-1 expression (indicated as C) was significantly associated with a poor disease-free survival rate (p = 0.0299<0.05).

### siRNA-mediated silencing of beclin-1 gene expression in mesenchymal stromal cells downregulated the expression of the *IL-1* agonist and *DDR2* genes, but upregulated the *IL-10RB* gene in a MCF-7 or MDA-MB-157 and mesenchymal stromal cell co-culture system

Next, we examined the molecular pathway responsible for the aggressive phenotype of beclin-1-negative cancer cells that have concomitant stromal beclin-1 expression. Our preliminary experiments demonstrated that MCF-7 and MDA-MB-157 breast cancer cells express low levels of beclin-1, as previously reported [5]

In contrast, several mesenchymal cell lines abundantly express beclin-1. In this study, we employed a bone marrow-derived, mesenchymal UE6E7T-2 cell line as a model of stromal cells for the following reasons. First, recent studies revealed that bone marrow-derived mesenchymal cells are important for the cancer-stromal microenvironment. Second, the usefulness of UE6E7T-2 mesenchymal cells and its series cells as a model of cancer stromal mesenchymal cells is well established [13, 14]. Third, preliminary experiments demonstrated that UE6E7T-2 cells allow regulation of beclin-1 expression by siRNA-mediated silencing, which was performed in this study.

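BECN1, which encodes beclin-1 and was the target of the siRNA, was close in level on both microarrays of the co-cultures. Its only probe, A_23_P89410, lies on the minus strand of chromosome 17 from 40962820 to 40962879 in hg19. Relative to the 75th percentile of each array, its signal was 4.10 on the control array and 3.84 on the array labelled si-beclin-1, a ratio of 0.937 (log2 ratio -0.09). The log2 ratios of replicate spots of equally bright probes had an SD of 0.06 around the mean of their probe, and 139 of 1153 such spots (12.1%) lay at least as far from it as BECN1 lay from 0. Scaling each array to its median turned the sign of the BECN1 log2 ratio (0.12). GAPDH, the glycolytic enzyme used as the reference in the RT-qPCR of the paper, had a log2 ratio of 0.07, and the 2 probes of ACTB, which encodes β-actin, had log2 ratios of 0.01 and 0.04. In the RT-qPCR and immunoblotting of Fig 4 the paper reports lower beclin-1 in UE6E7T-2 cells after the siRNA, whereas the arrays measured the RNA of both cell lines together.

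The RNA came from 2 co-cultures of MCF-7 cells, an estrogen receptor-positive luminal breast cancer cell line, with UE6E7T-2 cells, a bone marrow-derived mesenchymal cell line. Each held 10000 cells of either line and was collected 48 h after the lines were combined. The UE6E7T-2 cells were used 48 h after transfection. Each RNA was labelled with Cy3 and hybridised to 1 array of oligonucleotide probes. There was thus 1 array per condition, no spread between cultures could be measured, and no test between the conditions was possible. The errors given are therefore technical, from spots of the same probe within an array pair.

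Each array carried 62976 spots in 384 rows and 164 columns. Of these, 61657 were spots of 50683 non-control probes, with 84 probes printed at 35 spots, 902 at 10 spots and 49697 at 1 spot. On the control array 53.9% of the non-control spots were well above background, and on the array labelled si-beclin-1 52.5% were. The number of saturated spots was 0 on each array. The authors extracted the spot intensities with Feature Extraction 10.7.3.1 and divided them by the 75th percentile of the array in GeneSpring GX. The processed signals of the scanner files were used here. Their log2 value minus the 75th percentile of the non-control spots was taken on each array, spots with an outlier flag on either array were left out, and the remaining spots of a probe were averaged.

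A probe counted as above 2-fold or below 0.5-fold, the limits of the paper, when it was well above background on the brighter array. Where it was not well above background on the dimmer array, the difference is given as "at least N-fold", the brighter signal over the higher of the probe's own signal and the lowest signal well above background on the dimmer array. This bound takes no account of spot noise.

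At all 62976 spots, the control column of the authors' value table equalled the scanner file attached to the si-beclin-1 sample divided by a constant, within a tolerance of 0.001, and the si-beclin-1 column equalled the scanner file attached to the control sample divided by another. The value table and the scanner files therefore carry opposite labels. The arrays are named here as in the value table, because all 1284 spots of the S1 Dataset and all 468 spots of the S2 Dataset hold the values of the table under the same labels. This direction is likely but not settled by the files. With the labels of the scanner files, every log2 ratio given for these arrays would have the opposite sign. The RT-qPCR of IL-1β, DDR2 and IL-10RB in the paper runs the same way as the labels of the value table, which does not settle the labels of the arrays.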

Genes that showed a greater than 2-fold difference in expression (by cDNA microarray assay, S1 and S2 Datasets) between the co-cultures of MCF-7 cells with either beclin-1-expressing or beclin-1-downregulated UE6E7T-2 cells are summarized in Fig 3.

**Fig 3:**
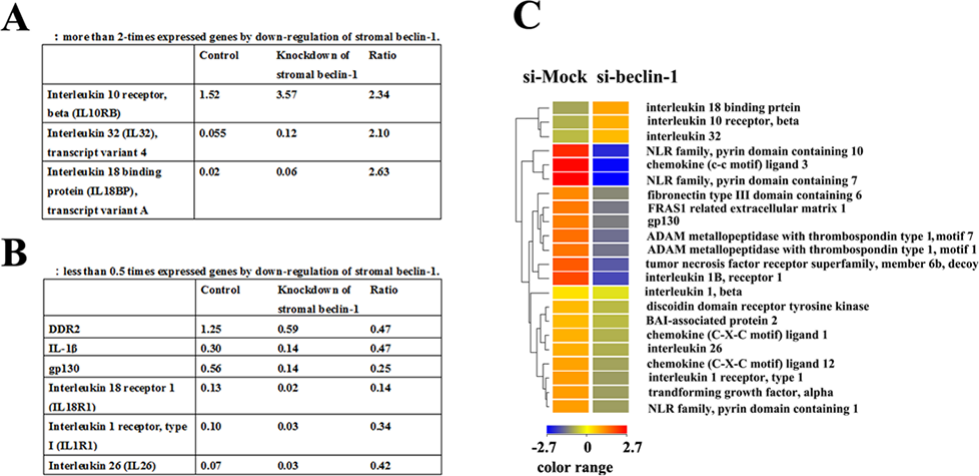
Summary of differentially expressed genes, as indicated by comprehensive microarray analysis, following downregulation of stromal beclin-1 expression, compared with the control MCF-7-UE6E7T-2 co-culture system. A: genes with greater than 2-fold expression after downregulation of stromal beclin-1. B: genes with less than 0.5-fold expression after downregulation of stromal beclin-1. C: hierarchical combined tree of the 22 extracted genes related to inflammation and stromal reconstitution in the cancer microenvironment.

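Most genes with signal on both arrays had similar levels in the 2 co-cultures. Of 50573 probes, 22799 were well above background on neither array and were not open to counting as changed. On the array labelled si-beclin-1 442 probes counted as above 2-fold and 1254 as below 0.5-fold, and these probes covered 180 and 492 named genes. Of 45 genes of autophagy, the process beclin-1 takes part in, 44 were well above background on both arrays and all 44 lay between 0.5-fold and 2-fold, 26 higher and 18 lower. Their median log2 ratio was 0.03, at percentile 74.6 of 10000 random gene lists of the same size and expression. MAP1LC3A, an LC3 protein of the autophagosome membrane, was at 0.665-fold and ATG2B, a lipid transfer protein of autophagosome growth, at 1.37-fold. GABARAPL1, a relative of LC3, was at 0.785-fold.

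Probes with strong signal differed least. Among the 24746 probes well above background on both arrays, the median log2 ratio was 0.02 and 201 (0.812%) lay beyond the 2-fold limits, 45 of them higher and 156 lower. The remaining 397 higher and 1098 lower probes were well above background on 1 array. For 141 and 548 of these the difference was at least 2-fold by the bound, and for the rest the size stayed open.

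The spots of 696 replicated probes well above background on both arrays had a median SD of 0.07 in log2 ratio. Of all 986 replicated probes, 0 had a mean beyond 2-fold. Of 25 gene lists, fixed before the array files were examined but after the values of the S1 and S2 Dataset had been read, 5 had a median outside the central 95% of random lists, 1 of them the 22 genes of Fig 3C, most of which are in the S1 or S2 Dataset of these arrays. Scaling to the median gave 637 higher and 1053 lower probes, and quantile normalization gave 638 higher and 1050 lower. With the normexp background correction, whose offset of 50 draws ratios of dim signals towards no difference, 52 higher and 274 lower probes were left.

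**Figure D1:**
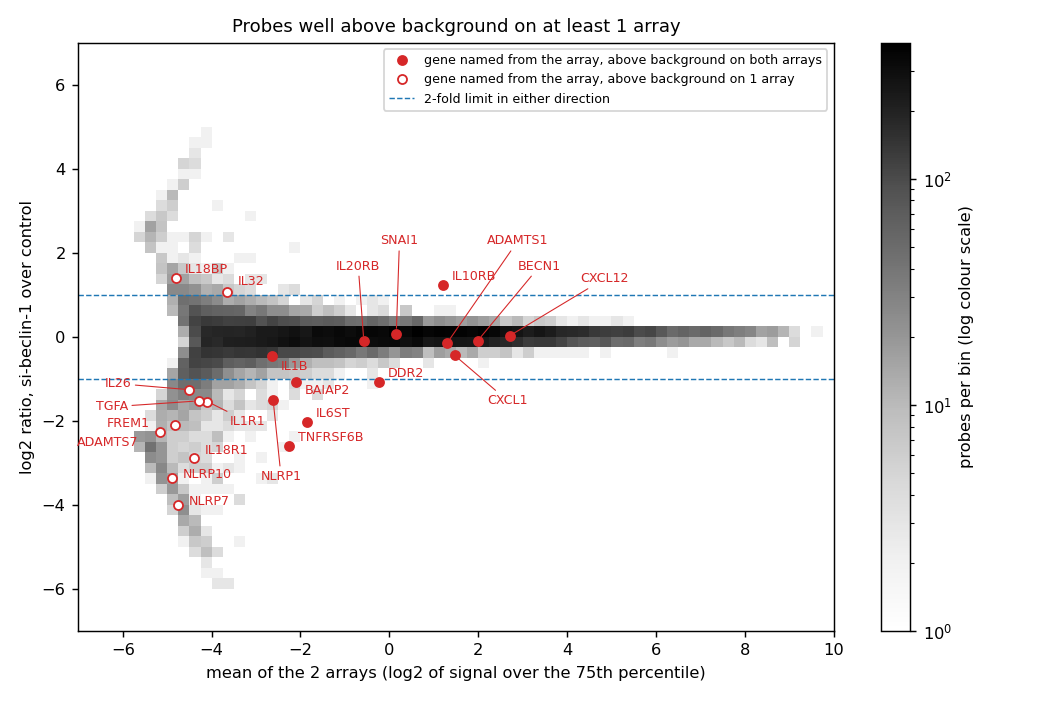
Log2 ratio of the array labelled si-beclin-1 over the control array (vertical axis) against the mean log2 signal of the 2 arrays relative to the 75th percentile (horizontal axis), for probes well above background on at least 1 array. Grey bins give the number of probes on a log colour scale, red points the probe of each gene that the paper names from the array (filled, well above background on both arrays; open, on 1 array), and dashed lines the 2-fold limits. Probes beyond 2-fold lie mainly at the dim end.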

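NEIL3, a DNA glycosylase of base excision repair, was among the named genes with the largest increases at probes well above background on both arrays, 4.55-fold higher on the array labelled si-beclin-1 (probe on chromosome 4 of hg19 from 178283487 to 178283546). LOH12CR2, a non-coding transcript, was 4.80-fold higher, and PPM1E, a serine/threonine phosphatase, was 4.20-fold higher. The potassium channel gene KCNA7 was 3.87-fold higher and TBC1D30, which encodes a Rab GTPase activator, was 2.75-fold higher. SDs between replicate spots of equal brightness were 0.20 to 0.31 on the log2 scale for these 5 probes.

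The other 5 of the 10 largest increases were in genes with a further probe well above background on both arrays. ARHGEF19, an exchange factor of Rho GTPases, was 4.25-fold higher at the listed probe and had a log2 ratio of 0.18 at its other probe. CDC23, a subunit of the anaphase-promoting complex, was 3.55-fold higher and had -0.13 at its other probe. GGT7 was 3.41-fold higher with -0.14 at its other probe, RRP15, a factor of ribosomal RNA processing, 2.58-fold higher with 0.02, and C3orf80 2.55-fold higher with -0.28.

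Among probes well above background on the array labelled si-beclin-1 alone, the largest bounds were for KNG1, the kininogen gene, at least 10.4-fold higher, and STAG2, a cohesin subunit, at least 6.22-fold higher. The log2 ratios at 3 other probes of STAG2 were between -0.32 and 0.01. FGD2 was at least 6.16-fold higher, LRRTM1 at least 6.06-fold and ARHGEF4 at least 4.64-fold, with a log2 ratio of -0.04 at the other ARHGEF4 probe.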

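ATCAY, which encodes the neuronal protein caytaxin, had the largest decrease among named genes well above background on both arrays, at 0.0991-fold on the array labelled si-beclin-1 relative to control. MYRFL was at 0.104-fold, SLC12A8, a solute carrier, at 0.126-fold, STXBP6, a SNARE-binding protein, at 0.194-fold and OPRL1, the nociceptin receptor, at 0.199-fold. These 5 genes had 1 probe well above background on both arrays, and the SD between replicate spots of their brightness was 0.19 to 0.26 on the log2 scale.

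For the other 5 of the 10 largest decreases a further probe could be read. TNFRSF6B, the soluble decoy receptor for FAS ligand, was at 0.164-fold at probe A_33_P3305571 and had a log2 ratio of -0.25 at its other probe. SPATA21 was at 0.138-fold with -0.22 at its other probe, RAP1GAP, which inactivates the GTPase Rap1, at 0.174-fold with -0.15, and the pseudogene CRYZL2P had a log2 ratio of -2.48 with 0.05 at its other probe. The non-coding transcript GARS1-DT was at 0.178-fold, and 7 other probes of it had log2 ratios between -0.26 and 0.37.

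Of probes well above background on the control array alone, RHOXF1, a homeobox gene of the germ line, was at least 33.9-fold lower on the array labelled si-beclin-1. TRIM42 was at least 15.7-fold lower, PATE1 at least 15.3-fold, FLJ33534 at least 13.8-fold with a log2 ratio of -0.06 at its other probe, and SCIMP, an adaptor protein of antigen-presenting cells, at least 12.4-fold.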

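Of the 22 genes of inflammation and stromal reconstitution, 3 counted as above 2-fold and 13 as below 0.5-fold on the array labelled si-beclin-1 at their listed probe. IL32, a pro-inflammatory cytokine, was at least 2.08-fold higher. Lower genes included the NOD-like receptors NLRP7 (at least 3.54-fold lower), NLRP10 (at least 2.61-fold lower) and NLRP1 (log2 ratio -1.52), which belong to the family of inflammasome sensors. The interleukin-1 receptor gene IL1R1 was at least 2.39-fold lower, IL26 at least 1.64-fold and TGFA, a ligand of the EGF receptor, at least 2.08-fold. For IL26 the bound was -0.71 on the log2 scale, with a spot SD of 0.60.

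FREM1, a basement membrane protein, was at least 1.76-fold lower, ADAMTS7, a metalloproteinase, at least 1.46-fold, and BAIAP2, an adaptor of the actin cytoskeleton, had a log2 ratio of -1.07 with a spot SD of 0.22. On the log2 scale the bound was -0.81 for FREM1 with a spot SD of 0.66. For ADAMTS7 the bound of -0.54 was smaller than the spot SD of 0.73. ADAMTS1, a related metalloproteinase, had a log2 ratio of -0.15 and IL20RB, a subunit of the IL-20 receptor drawn as FNDC6, of -0.11. CXCL1, a neutrophil chemokine, had log2 ratios of -0.45 and -0.49 at its 2 probes, where the spot SDs were 0.07 and 0.12. CXCL12, a stromal chemokine, had 0.02, 0.05 and -0.01 at its 3 probes. The only probe of CCL3 had an outlier flag on the control array and was left out.

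Several of these genes had further probes well above background on both arrays, and none of those lay beyond 2-fold. Their log2 ratios were -0.30 for IL32, -0.42 for IL1R1, -0.05 for NLRP1, -0.10 for TGFA, -0.14 and 0.16 for ADAMTS7, and -0.14 and -0.05 for BAIAP2. Over the 15 of the 22 genes measured on both arrays, with the probes of a gene averaged, 12 were lower and 3 higher, and the median log2 ratio was -0.42. It was -0.15 with the brightest probe of each gene, -0.20 with median scaling, -0.22 with normexp and -0.79 over 21 genes with no filter. Most of the 22 genes are in the S1 or S2 Dataset of the same arrays, so the count is not independent evidence of a direction. Requiring signal on both arrays left 6 of the 16 genes counted as beyond 2-fold, and normexp background correction left 4.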

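IL10RB and 1 probe of IL6ST differed by more than 2-fold with signal well above background on both arrays, and IL1B, which encodes IL-1β, was lower by less than 2-fold. IL10RB, a subunit of the receptors for IL-10 and related cytokines, was 2.34-fold higher on the array labelled si-beclin-1 (1.51 on the control array and 3.52 on the other, relative to the 75th percentile). Its only probe lies on the plus strand of chromosome 21 from 34668516 to 34668575 in hg19. The spot SD at this brightness was 0.07 against a log2 ratio of 1.22, and 0 of 1070 replicate spots of equally bright probes lay as far from their mean. Replicate spots with an outlier flag had been left out of this SD and count, so both may be too low for a single spot. IL10RB was singled out by the 2-fold limit among 49697 probes printed at 1 spot. The count therefore cannot exclude a rare artefact of a single spot.

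The IL1B probe, on the minus strand of chromosome 2 from 113587429 to 113587488, was printed at 10 spots, all of them well above background on both arrays. Their mean was 0.187 on the control array and 0.137 on the array labelled si-beclin-1, a ratio of 0.730 (log2 ratio -0.45, SD 0.33 between the 10 spots). The ratio was between 0.465 and 1.01 at the single spots, lower than 1 at 9 and below 0.5 at 1.

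IL6ST, the gene of the shared receptor subunit gp130, was read at 6 probes well above background on both arrays. Probe A_33_P3233843 on the minus strand of chromosome 5 from 55265491 to 55265550 was at 0.244-fold (log2 ratio -2.03, spot SD 0.20), and the 5 other probes had log2 ratios from -0.32 to 0.06. IL18R1, a subunit of the IL-18 receptor, was well above background only at 1 of its 3 probes and only on the control array (chromosome 2 from 102984468 to 102984527), where it was at least 3.09-fold brighter than on the array labelled si-beclin-1. IL18BP, the secreted inhibitor of IL-18, was at least 1.32-fold brighter on the array labelled si-beclin-1 at its only probe (chromosome 11 from 71712939 to 71712998). On the control array it was not well above background. The log2 bound of IL18BP, 0.40, was below its spot SD of 0.66. Of 320 replicate spots of equally bright probes, 22 lay as far from their mean as its log2 ratio of 1.39. After normexp background correction the log2 ratios of IL18R1 (-0.95) and IL18BP (0.20) were within 2-fold, and a floor at the lowest signal well above background brought IL18BP to 0.40. The offset of 50 in the normexp setting draws ratios of such dim signals towards no difference.

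**Figure D2:**
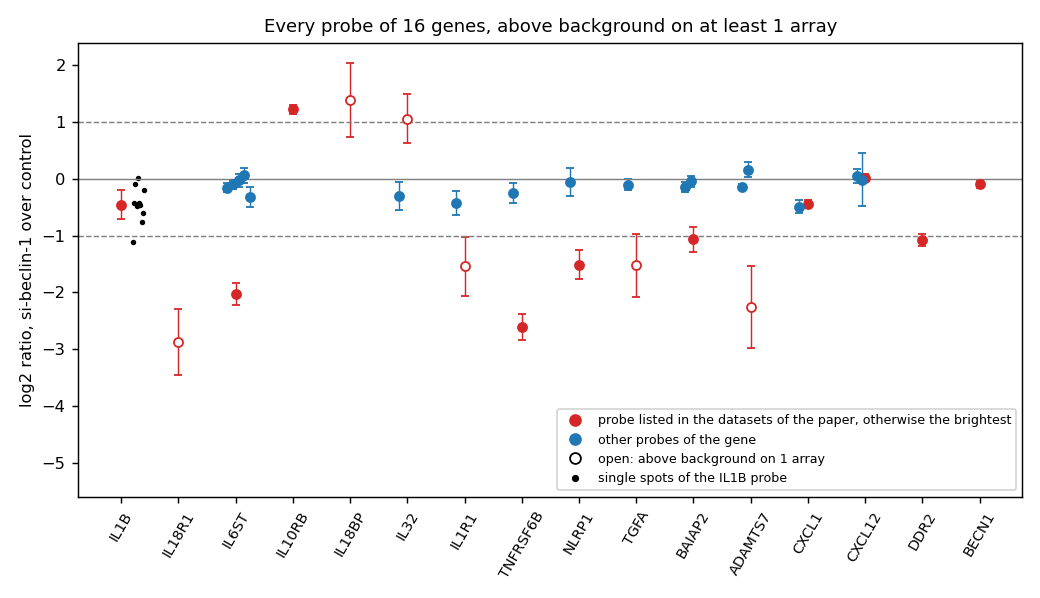
Log2 ratio of the array labelled si-beclin-1 over the control array at every probe well above background on at least 1 array, for 16 genes. Red points are the probes listed in the S1 or S2 Dataset, or the brightest probe where none is listed, blue points the other probes of the gene, open points probes well above background on 1 array, black dots the 10 spots of IL1B, and bars 1 SD between replicate spots of equal brightness. Solid and dashed lines mark 0 and the 2-fold limits. The other probes of IL6ST, TNFRSF6B, NLRP1, TGFA, BAIAP2 and ADAMTS7 lie near 0.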

Notably, downregulation of beclin-1 in UE6E7T-2 cells decreased the expression of several pro-inflammatory cytokines and agonists such as *IL-1β*, *interleukin 18 receptor 1* (*IL18R1*), and *gp130*, but increased the expression of anti-inflammatory genes such as *interleukin-10 receptor beta* (*IL-10RB*) and *interleukin 18 binding protein* (*IL18BP*). Moreover, downregulation of beclin-1 decreased *DDR2* expression, which was recently shown to be critical for stabilizing SNAIL1 to promote breast cancer invasion and lymph node metastasis [20, 21]. 

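DDR2, the receptor tyrosine kinase for fibrillar collagen, was lower on the array labelled si-beclin-1, and SNAI1, which encodes SNAIL1, was not. The signal of DDR2 was 1.23 on the control array and 0.582 on the array labelled si-beclin-1, a ratio of 0.472 (log2 ratio -1.08, spot SD 0.11). Its only probe, A_23_P452, lies on the plus strand of chromosome 1 from 162749922 to 162749981 in hg19, and 0 of 891 replicate spots of equally bright probes lay as far from their mean. Spots with an outlier flag had been left out of this count and of the spot SD, so both may be too low for a single spot. DDR2 was also singled out by the 2-fold limit among 49697 probes printed at 1 spot, so the count cannot exclude a rare artefact of a single spot. The RNA of SNAI1 had a log2 ratio of 0.07. The paper cites a stabilization of SNAIL1 after transcription, which RNA levels do not measure.

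Other genes of epithelial-mesenchymal transition, the programme that SNAIL1 drives, differed less than DDR2. All 18 were measured on both arrays, 8 higher and 10 lower with a median log2 ratio of -0.02 at percentile 13.8 of random lists, a sign that turned under median, spike-in and spatial scaling. The largest differences were in TWIST1 (-0.47) and SNAI2 (-0.25), transcription factors of this programme, in VIM (-0.33), the intermediate filament vimentin, and in CDH1 (0.19), which encodes E-cadherin.

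Markers of the 2 cell lines differed from each other beside DDR2. The median log2 ratio of 31 markers of mesenchymal stroma minus that of 30 markers of luminal epithelium was -0.17 (95% bootstrap interval over genes -0.26 to -0.10). The DDR2 ratio stayed on the lower side in every setting that used the labels of the value table, but it was no longer below 0.5 with median scaling (0.547), normexp background correction (0.529) or a spatial correction (0.5004).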

In additional experiments, the viability of co-cultured cells exceeded 95% in both si-GFP- and si-beclin-1-treated groups. The ratios of the MCF-7 and UE6E7T-2 populations were preserved in si-GFP- and si-beclin-1-treated groups (S4 Fig).

In summary, we confirmed the microarray data that were focused on the *IL-1β*, *IL-10RB*, and *DDR2* genes. RT-PCR analysis demonstrated that the downregulation of beclin-1 in UE6E7T-2 cells significantly abrogated the expressions of *IL-1β* and *DDR2*, but increased the expression of *IL-10RB* in co-cultured MCF-7 and UE6E7T-2 cells (Fig 4). We performed three independent, quantitative RT-PCR experiments using different MCF-7-UE6E7T-2 co-culture systems and obtained similar results. We also found that *IL-1β* and *DDR2* gene expressions were decreased, whereas *IL-10RB* gene expression was increased, by the downregulation of UE6E7T-2-beclin-1 in a co-culture system using MDA-MB-157 cells, similar to that found using MCF-7 cells (S1 Fig). We also employed two other siRNA sequences to exclude off-target effects and obtained similar results (representative data are shown in S2 and S3 Figs).

**Fig 4:**
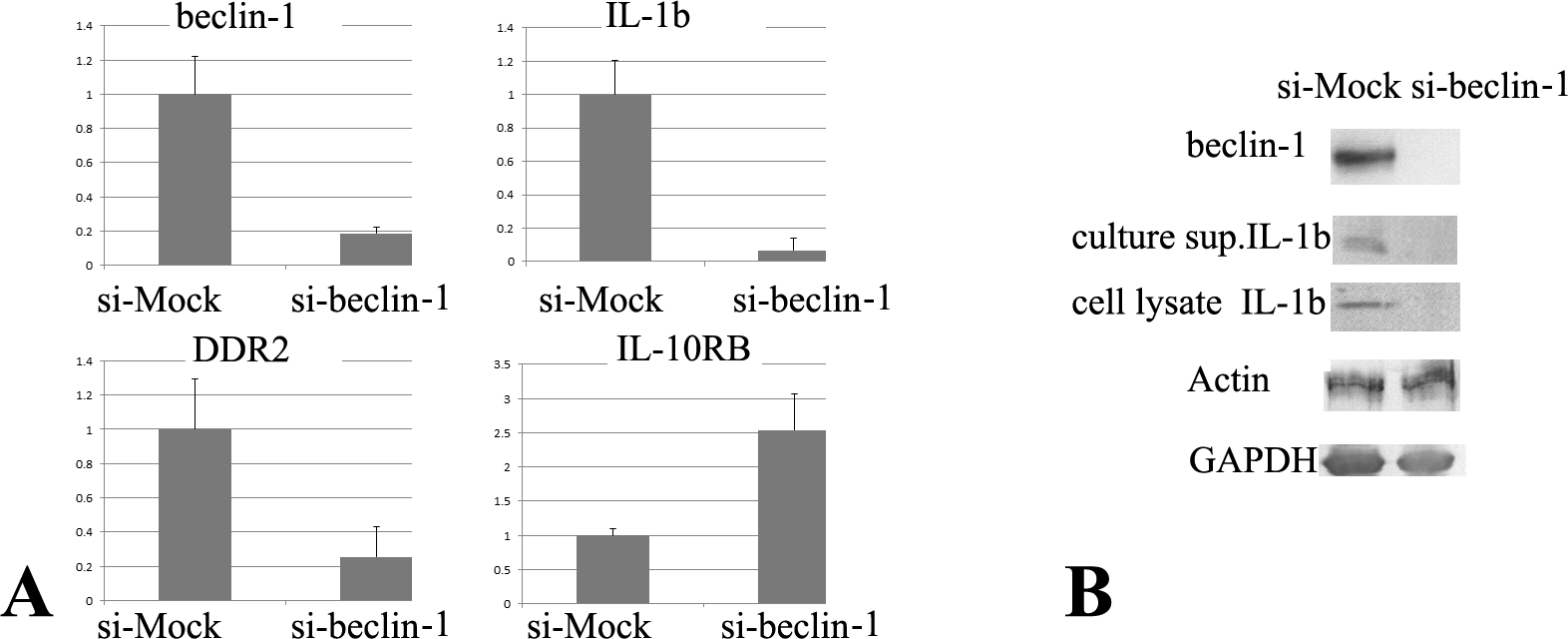
Representative quantitative reverse transcription polymerase chain reaction results and immunoblotting. siRNA treatment successfully reduced *beclin-1* mRNA (representative data of quantitative RT-PCR) and beclin-1 protein (representative data of Western-immunoblotting) in stromal UE6E7T-2 cells compared to control siRNA treated cells. (A) Downregulation of beclin-1 in UE6E7T-2 stromal cells significantly decreased the expression of the *IL-1β* and *DDR2* genes, whereas that of *IL-10RB* was increased in co-cultured MCF-7 and UE6E7T-2 cells. Gene expression changes were computed in triplicate reactions per sample using the 2^−ΔΔCt^ method. The data are represented as relative expression values compared with the mRNA expression in si-GFP treated cells after the normalization with GAPDH mRNA expression. Error bars indicate standard deviations. All values represent statistically significant fold changes (beclin-1: 0.00014, IL-1β: 0.00012, DDR2: 0.00011, and IL-10RB: 0.00016). We performed three independent, quantitative RT-PCR experiments using different MCF-7-UE6E7T-2 co-culture systems and obtained similar results. (B) Downregulation of beclin-1 in UE6E7T-2 stromal cells significantly decreased the expression of the IL-1β protein secretion (indicated as culture sup) and production (indicated as cell lysate) in co-cultured MCF-7 and UE6E7T-2 cells.

These results indicate that stromal beclin-1 expression may be important for reconstitution of the cancer microenvironment of the stroma thorough the proinflammatory IL-1β pathway and the collagen receptor DDR2.

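Chemokines and cytokines were mostly lower on the array labelled si-beclin-1, except with median scaling, while genes of the inflammasome, of NF-κB and of the matrix went both ways. Of 31 pro-inflammatory cytokines and chemokines, 19 were measured on both arrays, 14 lower and 5 higher, and all 19 lay within 2-fold. Their median log2 ratio was -0.14, at percentile 0.54 of random lists, and turned to 0.07 with median scaling, where the median of all probes on both arrays was 0.23. The largest differences were in CXCL3 (0.707-fold), CXCL1 (0.723-fold over its probes), IL1B (0.730-fold) and CXCL2 (0.767-fold). CXCL1, CXCL2 and CXCL3 are chemokines that attract neutrophils. CXCL3 was dim, with a log2 ratio of -0.50 and a spot SD of 0.38. The list shares 6 genes with Fig 3C, and without them the median over 15 genes was -0.11, at percentile 2.67, inside the central 95% of random lists. With no filter on signal, 30 genes lay at percentile 8.49, inside that range as well. Markers of the 2 cell lines also differed between the arrays, and the part of the mix of cells in this shift was not tested.

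Of 38 cytokine receptors, 32 were measured, 21 lower and 11 higher, with a median log2 ratio of -0.03 at percentile 15.1 that turned positive with median, spike-in and spatial scaling. IL2RG, the common γ chain, was at 0.633-fold with a spot SD of 0.40 on the log2 scale. Inflammasome and NOD-like receptor genes were measured for 14 of 21, 7 higher and 7 lower (percentile 20.9), among them CASP1 (0.777-fold), the protease that matures IL-1β, and the DNA sensor AIM2 (0.788-fold). All 23 genes of the NF-κB pathway were measured, with 12 higher, 11 lower and a median of 0.0036 at percentile 34.8. NFKBIZ, a nuclear member of the IκB family, was at 0.560-fold and TNFAIP3, an inhibitor of NF-κB signalling, at 0.730-fold.

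Collagen receptors measured on both arrays lay within 2-fold except DDR2. Of 11, 9 were measured, 5 higher and 4 lower (percentile 47.7), with DDR1, the epithelial relative of DDR2, at 1.16-fold, ITGB1, the integrin β1 chain, at 1.13-fold and ITGA2, the integrin α2 chain, at 0.864-fold. Of 22 collagen genes 20 were measured, 11 lower and 9 higher, with a median log2 ratio of -0.05 at percentile 2.77 that turned positive with median and spatial scaling. COL12A1 was at 1.36-fold, COL5A1 at 1.17-fold and COL14A1 at 0.814-fold. Of 36 genes of matrix and its remodelling 29 were measured, 16 higher and 13 lower (percentile 34.1), among them FBN1, which encodes fibrillin-1, at 1.27-fold and the collagenase gene MMP1 at 1.27-fold with a spot SD of 0.36 on the log2 scale.

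From the lower IL-1β and DDR2 in the array and the RT-qPCR, and the lower IL-1β protein in the immunoblotting, the paper proposes that beclin-1 in the stroma may matter for rebuilding the stroma around the tumour by way of IL-1β and the collagen receptor DDR2. It reports similar RT-qPCR results in independent co-cultures, with another breast cancer cell line and with other siRNA sequences.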

## Discussion

Immunohistochemical staining revealed that a combination of loss of beclin-1 expression in cancer cells and overexpression of beclin-1 in cancer stromal mesenchymal cells was linked to local cancer recurrence and postoperative lymph node metastasis in invasive ductal carcinoma. There are several conflicting reports regarding the prognostic value of beclin-1 expression in breast cancer. Dong et al. determined that low expression of beclin-1 was associated with a worse 5-year overall survival rate in ER-positive and HER2-negative breast cancer [22]. He et al. reported that high expression of beclin-1 was associated with a favorable prognosis in breast cancer [23]. In contrast, Won et al. found no correlation between beclin-1 expression and the cumulative survival of patients with invasive breast cancer [24]. In the present study, beclin-1 expression in breast cancer cells alone was not significantly associated with patient prognosis, consistent with the data reported by Won et al [24]. We demonstrated that low expression of beclin-1 in breast cancer cells and high expression of beclin-1 in cancer stromal mesenchymal cells significantly correlates with a poor patient prognosis. Interestingly, lack of beclin-1 expression in cancer cells and overexpression of beclin-1 in stromal cells tends to be associated with local recurrence and postoperative lymph node metastasis.

Microarray analysis indicated that the downregulation of beclin-1 expression in bone marrow-derived mesenchymal UE6E7T-2 cells, which were co-cultured with MCF-7 cells, resulted in abrogation of the expression of several pro-inflammatory genes and *DDR2*, while upregulating *IL-10RB*, which is a receptor for the well-characterized anti-inflammatory cytokine IL-10. 

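The anti-inflammatory genes went both ways, with IL10RB and IL18BP higher at their probes. Of 19 such genes, 15 were measured on both arrays, 5 higher and 10 lower on the array labelled si-beclin-1, and 1, IL10RB, was above 2-fold. IL18BP was well above background only on the array labelled si-beclin-1, with a bound below 2-fold, and is not among the 15. TNFAIP6, a secreted inhibitor of leukocyte migration, was at 0.751-fold, and SOCS3, which limits cytokine signalling through gp130, at 0.785-fold. The median log2 ratio of the list was -0.03, at percentile 11.2 of random lists, and turned positive with median, spike-in and spatial scaling. Without the 2 genes of this list in Fig 3C it was -0.04 over 14 genes.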

As shown in Fig 4, quantitative RT-PCR experiments confirmed that beclin-1 downregulation decreased *IL-1β* and *DDR2* expression, but increased *IL-10RB* expression. We speculate that beclin-1 expression in the stromal cells may be important to maintain the levels of IL-1 and to maintain mesenchymal collagen-binding receptors in the active state in cancer-stromal microenvironments. Importantly, Zhang et al. recently determined that DDR2 post-transcriptionally stabilizes SNAIL1 to promote breast cancer invasion and migration [20]. Moreover, DDR2 expression appears to be significantly associated with breast cancer lymph node metastasis [21]. It is likely that continuous DDR2 expression, which is related to stromal beclin-1 expression, plays a role in local recurrence and lymph node metastasis. In addition, a high IL-1β content within the breast cancer microenvironment is associated with tumor invasiveness [25]. Additional studies are in progress to unravel the molecular pathways by which beclin-1 expression or autophagy contribute to the breast cancer stromal microenvironment. In conclusion, the results from this study indicate that stromal beclin-1 expression could be a potent molecular target in the absence of beclin-1 expression in breast cancer cells.

## Supporting Information

S1 Fig Representative quantitative reverse transcription polymerase chain reaction results and immunoblotting using co-cultured MDA-MB-157 and UE6E7T-2 cells.

S2 Fig Representative quantitative reverse transcription polymerase chain reaction results and immunoblotting using co-cultured MCF-7 and UE6E7T-2 cells with si-RNA, 5′-CUCAGGAGAGGAGCCAUUUtt-3′, to silence the beclin-1 gene.

S3 Fig Representative quantitative reverse transcription polymerase chain reaction results and immunoblotting using co-cultured MCF-7 and UE6E7T-2 cells with si-RNA, 5′-GAUUGAAGACACAGGAGGCUU-3′, to silence the beclin-1 gene.

S4 Fig Immunocytostaining demonstrated that MCF-7 cells exhibited immunoreactivity with AE1/AE3 (anti-multi-Cytokeratin antibody), but not with anti-vimentin antibody. By contrast, UE6E7T-2 cells were stained with anti-vimentin antibody but not with AE1/AE3 antibody (A). At 48h after co-culture, the cells were collected by centrifugation, resuspended in 0.1ml of PBS, dropped on the slide glass, and dried at room temperature. After methanol fixation, the cells were immunostained with antibodies using the ImmPRESS polymerized reporter enzyme staining system (Vector laboratories). We calculated the stained cell numbers in representative x200 power field. We did not observe significant differences in the proportion of AE1/AE3- or vimentin-positive cells between the si-GFP- and si-beclin-1-treated groups. Representative vimentin and AE1/AE3 staining is shown in Figure (B), and the mean and SD are also shown (C). The experiments were performed in triplicate and significance was evaluated using the Student’s t-test. Scales bars: 100μm
(TIF)

S1 Dataset The list of downregulated genes in a MCF-7 and mesenchymal stromal cell co-culture system by siRNA-mediated silencing of beclin-1 gene expression in mesenchymal stromal cells.

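The list of lower genes holds mainly dim signals. Of its 1284 spots, which represent 1275 probes and 1247 gene names, 159 (12.4%) were well above background on both arrays. It includes 36 spots of 27 probes printed at several spots, IL1B among them, and the mean over all spots of these 27 probes was beyond 2-fold for 0. IL1B is represented by the spot in row 7 of the array, the lowest of its 10 spots in ratio.

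The spots of the list were unevenly placed on the array. In rows 1 to 24 lay 289 of the 1284 spots (22.5%), while these rows held 6.19% of the probes printed at 1 spot. In the counts made here from the scanner files, 284 of the 1254 lower probes and 5 of the 442 higher probes came from the same rows, and 970 lower and 437 higher probes were left without them. The leaving out of these rows was chosen after the counts had been seen.

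**Figure D3:**
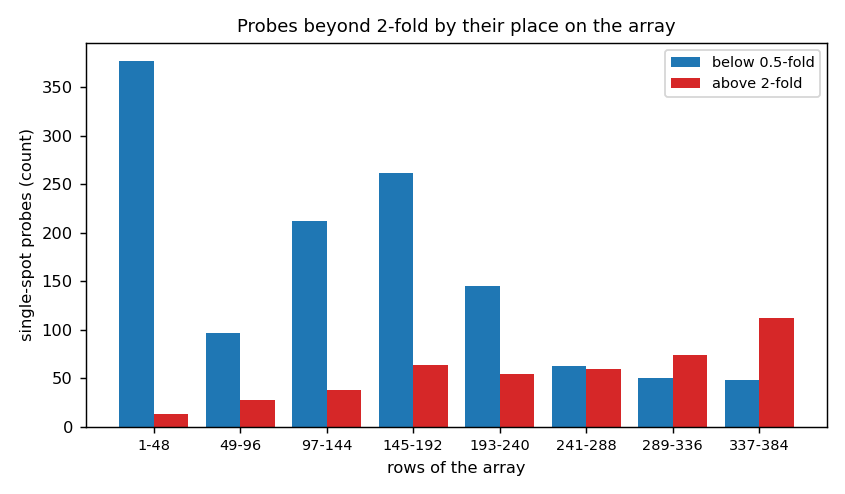
Number of probes printed at 1 spot that were below 0.5-fold (blue) or above 2-fold (red) on the array labelled si-beclin-1 relative to control, in 8 blocks of rows of the array (horizontal axis, row numbers). The first block holds 377 lower and 13 higher probes, and the last block 48 lower and 112 higher probes.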

S2 Dataset The list of upregulated genes in a MCF-7 and mesenchymal stromal cell co-culture system by siRNA-mediated silencing of beclin-1 gene expression in mesenchymal stromal cells.

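The list of higher genes is shorter and as dim. Its 468 spots represent 461 probes and 455 gene names, and 46 of them (9.83%) were well above background on both arrays. It includes 21 spots of 14 probes printed at several spots, 0 of which had a mean beyond 2-fold over all their spots, and 6 of its spots lay in rows 1 to 24. The 2 datasets together hold spots of 4 ERCC probes, which target standard RNA sequences and not human genes. There were 2 probes with spots in both datasets. A probe of MYPN, the gene of the muscle protein myopalladin, has 1 spot in the lower and 3 in the higher list, with the paper's fold values between 0.485 and 5.13, and its 10 spots had a mean log2 ratio of 0.47. A probe of MIA2 has 1 spot in each list, with the paper's fold values of 0.481 and 2.60, and a mean log2 ratio of -0.26 over its 10 spots.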

How the deposited data were processed for this re-analysis (not part of the article)

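Gene expression was measured on 2 single-colour microarrays, 1 of a control co-culture of MCF-7 and UE6E7T-2 cells and 1 of a co-culture whose UE6E7T-2 cells had been treated with siRNA against beclin-1. The authors scanned the arrays and extracted the spot intensity, already corrected for background and for trends within the array, with Feature Extraction 10.7.3.1, whose version is given in the paper and the headers. The probes carry positions on hg19. The authors then divided each intensity by the 75th percentile of its array in GeneSpring GX, and the deposited value table holds the resulting ratio on a linear scale, without centring per gene. The median of its control column was 0.069 and that of its si-beclin-1 column 0.059. Comparison with the scanner files gave the divisors 505 and 526 and showed that the table and the scanner files carry opposite sample labels. The scale and the centring of the table are therefore known, and the direction is likely but not settled.

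From the scanner files, log2 of the processed intensity minus the 75th percentile over the non-control spots of the array (512 and 535 on the linear scale) was computed. Control spots were left out, as were spots with an outlier flag (665 on the control array and 478 on the array labelled si-beclin-1), which removed every spot of some probes, CCL3 among them, and left 50573 probes. Spots of a probe were averaged on the log2 scale, and a probe counted as well above background when most of its spots did. The test design had assumed the labels of the scanner files. The labels of the value table were used instead, since the datasets of the paper follow them, and the ratios with the other labels stand among the alternatives. Probes were counted as above 2-fold or below 0.5-fold without a p-value, since each condition had 1 array. The error of a ratio is the SD of log2 ratios between spots of the same probe on the same pair of arrays, interpolated over 10 classes of brightness. It covers spot to spot variation and not variation between cultures, and the number of arrays limits the precision. Spots with an outlier flag were left out of it, so it may be too low for a probe printed at a single spot. The lowest signal well above background was 22.5 on the control array and 22.3 on the array labelled si-beclin-1. Spike-in control probes, 10 probes at 329 spots, had log2 ratios between -0.25 and 0.02 at the 8 that were well above background on both arrays, and a median of -0.06 over all 10 probes. Dimmer spike-in probes tended to lower ratios. The brightest had 0.02, probes at a mean log2 signal of 0.19 and -1.08 had -0.09 and -0.11, and the dimmest of the 8 had -0.25. The SD between spots was 0.45 at this dimmest probe. Both arrays came from the same slide and scan, and each position on the slide held 1 condition, so position and condition cannot be told apart.

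Probe names were updated through a RefSeq gene table, used for names only because it belongs to another assembly. Of 50683 probes, 28174 were matched by accession, 2618 by symbol and 620 by an older symbol, and 19271 kept the name in the file. This gave 30006 probes of 20542 named genes. Different probes of a gene were averaged for gene lists, over probes well above background on both arrays, and listed separately elsewhere.

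The genes named in the text follow a rule set before the data were examined, when the values in the datasets of the paper had already been seen. It takes BECN1, the genes the paper names from the array and SNAI1, the 10 largest increases and the 10 largest decreases among named genes well above background on both arrays, the 5 largest bounds in each direction, up to 4 members of each gene list with the largest ratios, and GAPDH and ACTB. The 25 gene lists, written at the same stage, cover pro-inflammatory cytokines and chemokines, cytokine receptors, anti-inflammatory genes, the inflammasome, the NF-κB pathway, collagen receptors, collagens, matrix and remodelling, epithelial-mesenchymal transition, autophagy, glycolysis, hypoxia and ketone metabolism, cholesterol synthesis, the response to estrogen, interferon-stimulated genes, the cell cycle, p53 targets, endoplasmic reticulum stress, reference genes, the genes of Fig 3C, and markers of luminal epithelium, mesenchymal stroma, fat and bone cells, leukocytes, endothelium and other tissues. The median log2 ratio of a list was placed among 10000 random lists of the same size, drawn from 20 classes of mean expression, as a description of this pair of arrays.

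The alternatives were normexp background correction with an offset of 50, scaling to the median, to the spike-in probes or to the probes detected on both arrays, quantile normalization, a loess curve over brightness with a span of 0.3, signal required on both arrays, no filter, a floor at the lowest signal well above background, removal of background flags, a correction by a smooth surface over blocks of 16 rows and columns, the deposited table in place of the scanner files, and the brightest probe of a gene in place of the mean. Exchanged labels, leaving out rows 1 to 24 and leaving the genes of Fig 3C out of the lists were added after the data had been seen.

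The counting was tested on simulated data for 49587 probes printed at 1 spot. The changed probes were drawn only from those well above background on at least 1 array. Noise was normally distributed with the SD of replicate spots without an outlier flag, and detection used a fixed threshold. Of 67 probes changed 4-fold, 64 were called in the right direction, and of 67 changed 3-fold, 62 were. Of 66 probes changed 1.5-fold 4 were called, and 515 of 49387 unchanged probes were called, beside 1696 calls in the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for normexp and quantile normalization. RT-qPCR, immunoblotting and patient tissue were not analysed here.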

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

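Exchanging the labels of the arrays was chosen only after the results had been seen. The gene lists and the other settings named in this part were set before the array files were examined, but after the paper and the values of its S1 and S2 Dataset, which come from the same arrays, had been read. Each of these 3 gene groups stood apart from random lists of genes of the same expression. For 2 of them, markers of the 2 cell lines, the paper gives a count of cells stained for cytokeratin or vimentin and reports no significant difference between the treatments (S4 Fig).

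Interferon-stimulated genes, which cells switch on in response to interferon or double-stranded RNA, were lower on the array labelled si-beclin-1. All 32 were measured on both arrays, 28 lower and 4 higher, and all lay within 2-fold. Their median log2 ratio was -0.11, below every random list under each of the planned settings, although the median itself turned to 0.10 with median scaling, where the median of all probes on both arrays was 0.23. The chemokine gene CXCL10 was at 0.785-fold, and IFIT2, IFIT3 and IFI44 at 0.816-fold, 0.829-fold and 0.830-fold.

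Markers of luminal epithelium, which MCF-7 cells express, had a median log2 ratio of 0.10 over 30 genes, 27 higher and 3 lower, at percentile 99.9 of random lists. The progesterone receptor gene PGR was at 1.33-fold, and PRLR, ERBB3 and GREB1 were at 1.19-fold, 1.17-fold and 1.17-fold.

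Markers of mesenchymal stroma, to which UE6E7T-2 cells belong, had a median log2 ratio of -0.068 over 31 genes, 21 lower and 10 higher, at percentile 0.04 of random lists, and the median turned to 0.15 with median scaling and to 0.0075 with spatial correction. TWIST1 was at 0.723-fold, VIM at 0.796-fold and SNAI2 at 0.844-fold, while TAGLN, a smooth muscle actin-binding protein, was at 1.19-fold. No replicate of either culture was measured, so these small shifts have no spread between cultures beside them.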

How the results depend on the processing

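The scanner file labels, the counts without rows 1 to 24 and the lists without the genes of Fig 3C were chosen only after the results had been seen. No paired analysis was possible because each condition had 1 array, and leaving an array out was not possible for the same reason.

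Counts of probes beyond 2-fold depended on the handling of dim signals. There were 52 higher and 274 lower probes with normexp background correction, 45 and 156 with signal required on both arrays, 1552 and 3658 with no filter, and 186 and 704 with a floor. The filters and the floor change the probes that can count, and for normexp the cause was not tested. The other planned settings kept both counts within 1.5 times. Of the 16 genes of Fig 3C counted as beyond 2-fold, 4 (IL6ST, IL10RB, TNFRSF6B and NLRP7) remained with normexp and 6 with signal on both arrays. The other planned settings left 12 to 16. DDR2 was within 2-fold with median scaling, normexp and spatial correction, BAIAP2 with these and with quantile normalization.

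With the scanner file labels every sign turned by construction. There were 1254 higher and 442 lower probes, and the log2 ratios were 2.88 for IL18R1, 2.03 for IL6ST, -1.22 for IL10RB, -1.39 for IL18BP, 1.08 for DDR2, -1.06 for IL32, 1.54 for IL1R1, 1.26 for IL26, 3.37 for NLRP10, 4.00 for NLRP7, 2.10 for FREM1, 2.26 for ADAMTS7, 2.61 for TNFRSF6B, 1.07 for BAIAP2, 1.53 for TGFA and 1.52 for NLRP1. IL6ST, IL10RB, DDR2, TNFRSF6B, BAIAP2 and NLRP1 were well above background on both arrays. For the other 10 genes the dimmer signal was not, so the ratio is nominal and only a bound on its size can be read. List medians were 0.11 for interferon-stimulated genes, -0.10 for luminal epithelium, 0.068 for mesenchymal stroma, 0.14 for pro-inflammatory genes and 0.42 for the genes of Fig 3C.

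Median scaling moved the median log2 ratio of all probes from -0.08 to 0.13. With it the list medians were 0.10 for interferon-stimulated genes, 0.15 for mesenchymal stroma and 0.073 for pro-inflammatory genes, while the same 5 lists stayed outside the central 95% of random lists. With no filter there were 6, since the pro-inflammatory list fell inside (percentile 8.49) and collagens (2.43) and leukocyte markers (2.21) fell outside. Mesenchymal stroma had 0.0075 with spatial correction, which moved the median over probes on both arrays to 0.09. The median log2 ratio of the first 48 rows minus that of the last 48 rows was 0.0079, and -0.028 with normexp, where the cause was not tested. The classes of brightness differed in this. Spots of middle brightness had medians of -0.16 in the first and -0.04 in the last 48 rows. Dim spots had -0.10 in both, and bright spots 0.02 and 0.01. Under any alternative, exchanged labels included, 451 values of single genes and lists moved by less than their spread. Another 145 moved by more, and 25 were reversed. Exchanged labels moved 7 genes and 20 lists by more and reversed 16 genes and 5 lists. Median scaling reversed 3 lists and spatial correction 1. Median scaling moved 9 genes and 22 lists by more, spatial correction 4 genes and 22 lists, normexp 17 genes and 2 lists, spike-in scaling 13 lists, quantile normalization 8, loess 7, no filter 6 and the brightest probe 2, and a floor 6 genes.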

Differences from the paper's values

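The reading of single IL1B spots was chosen only after the values had been seen. For IL1B the log2 ratio in the paper's S1 Dataset is -1.10, and the mean of all 10 spots here was -0.45. Every alternative set beforehand that gave a value differs from the paper's as well, with log2 ratios from -0.47 with scaling on detected probes to -0.24 with median scaling. The spot in row 7 alone gave -1.10, which is within the paper's value. It is the spot listed in the dataset.

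The RT-qPCR of Fig 4A is another assay, and its bars show SDs. The paper describes IL1B, DDR2 and IL10RB as measured in co-cultured cells, and beclin-1 as reduced in UE6E7T-2 cells, so that the RNA behind its BECN1 value is possibly not that of a co-culture as on the array. For BECN1 the paper's ratio is about 0.18 (Fig 4A, read by eye) and the array ratio here was 0.937. For IL1B the paper's ratio is about 0.06 (Fig 4A, read by eye) against 0.730 on the array, and for DDR2 about 0.25 (Fig 4A, read by eye) against 0.472. The bars, also read by eye, were about 0.04 for BECN1, 0.08 for IL1B and 0.18 for DDR2. Every alternative set beforehand that gave a value lay further from the paper's ratio than its bar for these 3 genes. For DDR2 the gap was not much wider than the bar, and 1 array per condition gives no spread between cultures. A difference between the assays is therefore not settled for DDR2. For IL10RB the ratio of about 2.5 (Fig 4A, read by eye) and the array ratio of 2.34 did not differ.

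Of the 22 genes of Fig 3C, 16 counted as beyond 2-fold here at the listed probe, in the direction that the tree shows. The probes of these 16 were taken from the S1 and S2 Dataset, which list spots of the same arrays beyond the same limits. The match was therefore fixed beforehand and is not independent evidence. The tree also draws CXCL12, CXCL1, ADAMTS1, FNDC6 (IL20RB) and CCL3 as lower after silencing of beclin-1. Here CXCL12 had log2 ratios of 0.02, 0.05 and -0.01 at its probes, and of -0.00 at the brightest with the loess correction. CXCL1 was lower by less than 2-fold (-0.45 and -0.49), and ADAMTS1 (-0.15) and IL20RB (-0.11) were lower except with median scaling, where they had 0.06 and 0.10. CCL3 was not measured because of an outlier flag. None of these 5 genes is in the S1 or S2 Dataset.

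The paper names gp130 among the lower genes. Its listed probe was lower here (-2.03), and the 5 other probes of IL6ST had log2 ratios from -0.32 to 0.06.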

Other observations

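The tests of exchanged labels, of BECN1 RNA from MCF-7 cells and of the single DDR2 probe, the size of the smooth surface and the interval around the percentile of NF-κB targets were chosen only after the result was seen.

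Genes of growth and metabolism differed little between the co-cultures. All 26 cell cycle genes were measured, 17 higher and 9 lower on the array labelled si-beclin-1 with a median log2 ratio of 0.02, at percentile 33.6 of random lists and on the other side of 0 with quantile normalization and loess. MKI67, a marker of proliferating cells, was at 1.25-fold and RRM2, a subunit of ribonucleotide reductase, at 0.887-fold. Of 22 genes of the estrogen response 13 were higher and 9 lower (median 0.05), with CELSR2 at 1.19-fold and KRT13 at 0.885-fold. Of 16 measured genes of cholesterol synthesis 12 were higher and 4 lower (median 0.06, percentile 89.0), with HMGCS1 at 0.871-fold and LDLR, the receptor for LDL, at 1.12-fold. Glycolysis, hypoxia and ketone genes numbered 31 measured, 20 higher and 11 lower (median 0.05, percentile 77.3), with hexokinase HK2 at 1.13-fold and the monocarboxylate carrier SLC16A1 at 1.13-fold. Of 18 p53 targets 14 were higher and 4 lower (median 0.07, percentile 92.4), with BAX at 1.12-fold and FAS at 0.858-fold. Endoplasmic reticulum stress genes were split 9 to 9 (percentile 16.1), with PPP1R15A at 1.21-fold, HSPA5 at 1.13-fold and ATF3 at 0.854-fold. The 14 reference genes had a median of 0.05 at percentile 64.2, with TFRC at 1.13-fold and HPRT1 at 0.943-fold.

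Many markers of cell types outside the co-culture were not well above background on both arrays. Of 16 leukocyte markers 8 were measured, 7 lower and 1 higher (median -0.09, percentile 8.81, positive with median scaling, and -0.24 at percentile 2.21 over all 16 with no filter), with PTPRC at 0.740-fold at a spot SD of 0.47 on the log2 scale and CD68 at 0.919-fold. Of 10 endothelial markers 4 were measured, 2 higher and 2 lower (percentile 78.8). Of 15 markers of fat and bone cells 9 were measured, 5 higher and 4 lower (percentile 73.5), with RUNX2, the transcription factor of bone formation, at 0.786-fold and CEBPA, a factor of fat cell differentiation, at 1.20-fold. Of 38 genes restricted to other tissues 14 were measured, 10 lower and 4 higher (median -0.09, percentile 36.5, positive with median scaling, quantile normalization, loess and spatial correction).

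Probes beyond 2-fold were tested for their origin. The noise of single spots, taken from 954 replicated probes that stayed within 0.5 of 0 on the log2 scale, would give 455 of the 1696 observed. This is a share of 0.268 (95% bootstrap interval 0.163 to 0.388), which cannot be neglected. Spots with an outlier flag and replicated probes with larger means had been left out, so the share may be too low. Whether spot noise accounts for most of the 1696 is therefore not settled. The calls varied with the row on the array. Of 6121 single-spot probes in the first block of rows, 377 were lower and 13 higher. In the last block, with 6133 such probes, 48 were lower and 112 higher. Spots of middle brightness had a median log2 ratio of -0.16 in the first block and -0.04 in the last. Replicate spots deviated from the mean of their probe by a median of 0.01 in the first block and -0.0009 in the last. How many calls depend on position stays open. After removal of a smooth surface 0.986 of the count was left. The surface reached 0.10 on the log2 scale against a median distance of 1.02 between called probes and the limit, so its removal could not decide this. In 217 genes with a further probe well above background on both arrays, the called probe had a median log2 ratio of 1.65 in its direction and the other probes 0.021 (interval -0.005 to 0.059), so many of the differences may be signals of single probes and not of the transcript as a whole. Dim replicated probes were well above background on the control array at 8 of 252 spots (3.17%) in rows 1 to 24 and at 38 of 4161 spots (0.913%) elsewhere, against 2 and 26 spots on the other array, and an effect of the siRNA on some of these genes stays open.

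BECN1 differed little between the arrays although it was the target. An exchange of the labels is argued against as the reason, since it would turn the ratio to 1.07 and not to a low value. RNA of the MCF-7 cells stays open: if the UE6E7T-2 cells had lost all of their BECN1 RNA, they could have given 6.28% of the signal on the control array, and MCF-7 cells alone were not measured on these arrays. That share depends on the scaling, since the array ratio was 1.09 with median scaling and 0.9998 with spatial correction. The paper reports low beclin-1 in MCF-7 cells. A silencing that had faded at the time of RNA extraction was not tested.

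DDR2 was lower by about the 2-fold limit. A smaller share of UE6E7T-2 cells is argued against as the whole cause, because mesenchymal minus luminal markers differed by -0.17 and not by the -1.08 of DDR2, although the sign of that difference is the one a smaller share would give. Whether the ratio belongs to the single probe could not be tested, since the number of other DDR2 probes was 0. An effect of the siRNA on DDR2 stays open on these arrays and had no replicate array here. By RT-qPCR the paper reports lower DDR2 in independent co-cultures, with another breast cancer cell line and with other siRNA sequences.

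Hypothesis: CXCL1, CXCL2, CXCL3, NFKBIZ and TNFAIP3, which are induced through NF-κB, may be lower because of lower NF-κB activity. A list of 27 other targets, in none of the 25 gene lists, was written before it was tested. Of these, 22 were measured, 13 lower and 9 higher, with a median log2 ratio of -0.02 at percentile 11.2 of random lists (95% bootstrap interval 0.01 to 73.3). The bounds written before the test were a percentile under 2.5 for the hypothesis and one of at least 10 against it. The value alone lies on the side against it, but by less than its spread, since the interval, which was added after the value had been seen, takes in both bounds, and the test leaves the hypothesis open. The percentile was 6.31 with loess and 16.9 without spots with background flags.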
